A study of Mus musculus with 3 samples.

How the data were processed

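Single-cell RNA sequencing was done on Cd11b-sorted cells of the mouse brain without the cerebellum, per the labels, with 10x Genomics Chromium 3′ v2 reagents. Cd11b is a surface protein of microglia and other myeloid cells. The mice were 5-month-old C57BL6J females. The labels describe 3 groups with 1 library each: untreated mice (Ctrl, 1 animal), mice at the end of 14 days on a diet with 1200 mg/kg PLX5622 (D0, 2 animals pooled), and mice returned to control diet for 2 days after the same 14 days (D2, 1 animal). PLX5622 is an inhibitor of Csf1r, a receptor that microglia need for survival, and the diet removes microglia. The labels' protocol speaks of 4 samples prepared together, of which 3 are described in the labels used here.

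The values are counts of unique molecular identifiers (UMIs) per gene and cell, deposited by the authors in 1 matrix for the whole series. The whole numbers in the matrix fit the unit of counts. The labels and the files do not state the aligner, the genome build, the annotation or the filter by which barcodes were called cells. The matrix held 27998 genes, and each barcode ended in a number from 1 to 3. No label or file used here ties those numbers to Ctrl, D0 or D2. The cells of each number are therefore called library 1, library 2 and library 3, they were put in no group, and no comparison of Ctrl, D0 and D2 was made. With 1 library per group no test across animals would have been possible either, and no p-value was computed.

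Library 1 held 1263 cells and 6410990 UMIs, library 2 held 599 cells and 4022293 UMIs, and library 3 held 287 cells and 2831118 UMIs. Cells were kept with at least 500 detected genes and at most 10% mitochondrial counts, which removed 5 cells. Doublets were called in each library with Scrublet as implemented in scanpy 1.11.5, at an expected rate of 5%. It marked 9 of 2144 cells, or 0.42%, a low yield, and they were removed. Whether the authors had removed doublets before is not stated, so doublets may remain among the 2135 cells used.

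Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes gave 30 principal components, a graph of 15 neighbours, and Leiden clusters at resolution 0.5 (igraph 0.11.9). The 11 clusters were named from marker lists. The scoring rule for these lists was settled only after the clusters had been seen. A marker counted when at least a fraction of 0.3 of the cluster's cells had a UMI of it and its counts per 1000000 (CPM) were at least 2 times the median over clusters. A class needed 3 such markers, and among the classes that had them, the most markers among the cluster's 10 leading genes decided, then the largest share of the class's list. A cluster stayed unnamed when a class with fewer than 3 such markers had more of its markers among the leading genes. It also stayed unnamed when its median depth was under 1/3 of its library's and no marker of its class was leading. By the first of these conditions a cluster of 59 cells with 3 neutrophil markers was left unnamed. Its leading genes held no neutrophil marker but included Ccr7, a marker in the dendritic cell list, beside Il12b and Ccl22. Classes named in this way are written with the ending "-like". A cluster of 181 microglia-like cells was led by stress and immune genes such as Atf3 and Tnf. A cluster of 191 monocyte-like cells was led in part by cell cycle genes such as Cdca3 and Tk1. The border-associated-macrophage-like cluster also passed the rule for all 10 microglia markers. The largest unnamed cluster, of 287 cells, was led by Mgl2, Cd209a and MHC class II genes. As a second way of naming, chosen after the data had been seen, each cell was called microglia-like when at least 0.3% of its UMIs came from the microglia markers and these outnumbered the markers of every other class.

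CPM were computed from counts summed over the cells of a class. To compare shares of cells across depths, each cell was thinned at random to 2000 UMIs, and cells with fewer were left out. A cell was Lgals3-positive with at least 1 Lgals3 UMI and cycling with UMIs of at least 3 of 20 proliferation genes. Shares have exact Clopper-Pearson 95% intervals and sums of counts have exact Poisson 95% intervals. Both cover counting error only, and leave out the spread between animals and between cells. A share or sum of 0 is given with the limit that 3 counts would set. Lgals3-positive and Lgals3-negative microglia-like cells were compared by the median log2 ratio of CPM over 6 gene lists, with 1 count added to each sum. The lists were homeostatic, proliferation, activation, interferon, MHC class II and immediate early genes, and Lgals3 belonged to none. The homeostatic list shares 10 of its 18 genes with the microglia markers, so it is not independent of the naming of the clusters. Each median was placed among 10000 random lists of the same size matched on expression. Its interval came from 1000 Poisson draws of the sums. Of the lists' genes, 1 of 20 activation genes and 2 markers each of the T cell and B cell lists were not analysed here.

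The marker lists, the gene lists, 24 genes to report and 2 rules for choosing further genes were fixed before the data were examined. The values of 1 of the 24 genes are not reported here. By the first rule, the 5 highest and 5 lowest CPM ratios in Lgals3-positive against Lgals3-negative microglia-like cells were taken among genes with at least 50 UMIs and, in every library with at least 20 positive cells, the same direction. By the second rule, the 5 genes with the largest ratio of the highest to the lowest library CPM in microglia-like cells were taken among genes with at least 200 UMIs. Gene positions are from GENCODE M21 on GRCm38, matched by Ensembl identifier. The build behind the counts is not stated, so the positions describe the reference only.

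The list and ratio steps were tested on simulated counts for the comparison of Lgals3-positive with Lgals3-negative microglia-like cells in the pool, over 4726 genes. All 200 genes changed by a known fold change came out in the right direction. Of these, 186 lay within 1 log2 unit of the simulated value. The result was not split by UMI count, so it does not show how well genes with few UMIs are recovered. Such genes are among those ranked below, as Bcl2a1d with 14 UMIs in positive and 36 in negative cells, and Scp2 with 0 and 322. Alternatives fixed at the same time changed the filters, the doublet step, the clustering resolution, the thinning, the thresholds for positive and cycling cells, the added count, the weighting of cells, the library size (edgeR 4.0.16 TMM factors in R 4.3.3) and the libraries included. Naming the cells one by one, sharing the added count in proportion to the totals and another random draw of the thinning were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 were used.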

Results

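The transcriptomes of Cd11b-sorted brain cells were profiled to follow microglia under inhibition of Csf1r by PLX5622 and in the first days of repopulation after the drug was withdrawn. The cells fell into 3 libraries by the number at the end of their barcodes, with 1263, 599 and 287 cells in libraries 1, 2 and 3. Total counts were 6410990 UMIs in library 1, 4022293 UMIs in library 2 and 2831118 UMIs in library 3. Median depth per cell was 3662 UMIs in library 1, 6188 UMIs in library 2 and 8172 UMIs in library 3. The libraries could not be assigned to untreated mice (Ctrl), the end of treatment (D0) or 2 days of repopulation (D2) from the labels and files used here. The values of each library are therefore given side by side, without a comparison between the study's groups and without replicates. All intervals are 95% intervals and cover counting error only.

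The sex given in the labels was checked first. Xist, which is transcribed from the inactive X chromosome of female cells (GRCm38 chromosome X, 103460366 to 103483254, a long non-coding RNA gene), stood at 1787 CPM in library 1, 849 CPM in library 2 and 793 CPM in library 3 over all cells. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 UMIs in each library. A count of 0 allows a level of up to 0.469 CPM in library 1, 0.749 CPM in library 2 and 1.10 CPM in library 3.

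After filtering, 2135 cells in 11 clusters remained, of which 1134 (53.1%, 51 to 55.2) were microglia-like. In library 1, 1078 of 1261 cells were microglia-like (85.5%, 83.4 to 87.4). Library 2 had 54 microglia-like cells among 594 (9.09%, 6.9 to 11.7), and library 3 had 2 among 280 (0.714%, 0.0866 to 2.56). Monocyte-like cells made up 1.43% of library 1, 17.2% of library 2 and 55% of library 3. Neutrophil-like cells made up 1.27%, 14.5% and 10% of libraries 1, 2 and 3, and NK-like cells 1.03%, 13.3% and 11.8%. Border-associated-macrophage-like cells accounted for 7.06%, 4.21% and 1.79%. The 3 unnamed clusters together held 3.73%, 41.8% and 20.7% of the libraries.

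**Figure D1:**
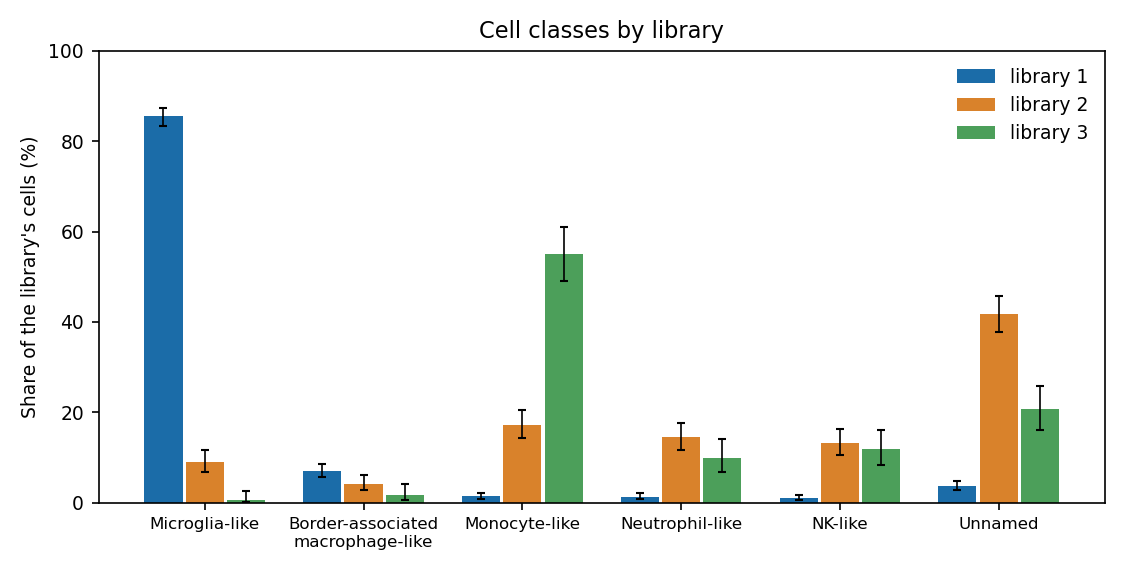
Share of each library's cells (percent, y axis) in each cell class (x axis), with bars for libraries 1, 2 and 3 and exact binomial 95% intervals as error bars. Microglia-like cells make up 85.5% of library 1, 9.09% of library 2 and 0.714% of library 3.

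The share of microglia-like cells depended on the naming. At Leiden resolution 1.0, clusters named microglia held 86.5% of library 1, 23.4% of library 2 and 21.4% of library 3, and 60.4% of all cells. When cells were named one by one, a rule chosen after the data had been seen, the shares were 93.2%, 12.6% and 8.93%. In libraries 2 and 3 these shares were below those at resolution 1.0. The microglia-named clusters there thus held many cells that do not pass this rule, in library 3 most of them. Values at resolution 1.0 below therefore cover a wider set of cells. Of the 25 cells of library 3 that this rule named microglia-like, 22 lay in a cluster named monocyte. With the clusters' names, the share in the pool was 6.41% without library 1 and 70.1% without library 2.

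In the microglia-like cells, Csf1r (ENSMUSG00000024621, GRCm38 chromosome 18, 61100598 to 61132149) had 2679 CPM (2633 to 2725) in library 1 and 1637 CPM (1476 to 1812) in library 2. P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871) had 4961 CPM (4898 to 5024) in library 1 and 1537 CPM (1380 to 1706) in library 2. Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) had 3094 CPM (3045 to 3144) and 766 CPM (657 to 888). Cx3cr1 and Itgam were lower in library 2 than in library 1 as well, beyond their counting intervals, at 1370 against 2430 CPM and 175 against 257 CPM. Sall1 had 74.4 CPM (43.4 to 119) in library 2 and 126 CPM (116 to 137) in library 1, with overlapping intervals. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 994 CPM (966 to 1022) in library 1 and 13358 CPM (12888 to 13840) in library 2. Lyz2, Cd74, Il1b and Fos were also higher in library 2, at 3008 against 559 CPM, 902 against 513 CPM, 954 against 86.4 CPM and 1440 against 572 CPM. The share of cells with a UMI was higher in library 2 for Lyz2, Cd74 and Il1b. For Fos it was 44.4% in library 2 and 43.9% in library 1, so its higher level did not come from more cells with Fos. With doublets kept, the alternative that moved Apoe of library 2 most, it had 18843 CPM there and 1095 CPM in library 1. Only 1 doublet had been called in library 2. That alternative also clustered the cells anew, and the microglia-like share of library 2 was 10.6% there against 9.09%. The change in Apoe is therefore no measure of RNA from doublets. With the mean of per-cell CPM in place of the CPM of summed counts, Apoe had 658 CPM in library 1 and 10075 CPM in library 2. That mean moved Cd74 most, to 229 CPM in library 1 and 687 CPM in library 2. Library 3 contributed 2 microglia-like cells with 20922 UMIs in total, too few to set levels against the other libraries. Csf1 (22.9 and 35 CPM in libraries 1 and 2), Ms4a7 (4.55 and 8.76 CPM) and Ifit3 (3.72 and 8.76 CPM) had overlapping intervals. Mrc1 had 4.13 CPM in library 1 and 0 UMIs in library 2, which allows up to 13.1 CPM. Of the proliferation genes named, Mki67 had 1 UMI in the microglia-like cells of all libraries and Top2a had 0, which allows up to 0.59 CPM.

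Lgals3 encodes galectin-3, also called MAC2, and is the gene this study is known for. Over all cells, Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) had 110 CPM in library 1, 1192 CPM in library 2 and 1496 CPM in library 3. In microglia-like cells it had 6.82 CPM (4.69 to 9.58) in library 1 and 180 CPM (129 to 244) in library 2. The 31 Lgals3 UMIs of library 3's microglia-like cells all came from 1 of the 2 cells. After thinning to 2000 UMIs, 8 of 1010 microglia-like cells of library 1 were Lgals3-positive (0.792%, 0.343 to 1.55), 11 of 48 in library 2 (22.9%, 12 to 37.3) and 1 of 2 in library 3. In the pool, 20 of 1060 were positive (1.89%, 1.16 to 2.9), and thinning left out 74 microglia-like cells. The pooled share was 24% without library 1 and 0.889% without library 2. Without thinning the shares were 1.48% in library 1 and 29.6% in library 2.

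These shares were set against NK-like cells as a class taken to lack the gene, a choice made after the data had been seen. Of the NK-like cells, 4 of 11 were positive in library 1 (36.4%, 10.9 to 69.2), 17 of 67 in library 2 (25.4%, 15.5 to 37.5) and 9 of 31 in library 3 (29%, 14.2 to 48). Median depth was 3372 UMIs in microglia-like and 3409 UMIs in NK-like cells of library 1, 3298 and 3092 UMIs in library 2, and 10461 and 3002 UMIs in library 3. The Lgals3-positive share of microglia-like cells was thus below that of NK-like cells in library 1 and within its interval in library 2, so neither share was above that of the class taken to lack the gene. In library 1 the NK-like share lay above the microglia-like share beyond counting error, so the NK-like cells bound the background from above and do not measure it. How much of the share of library 2 is background was therefore not determined. Monocyte-like cells were positive in 83.5% (78.5 to 87.8) of the pool, and neutrophil-like cells in 78.7% (70.4 to 85.6). Apart from leaving out a library, Leiden resolution 1.0 moved the share in microglia-like cells most, to 10.2% in the pool and 55.6% in library 2.

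**Figure D2:**
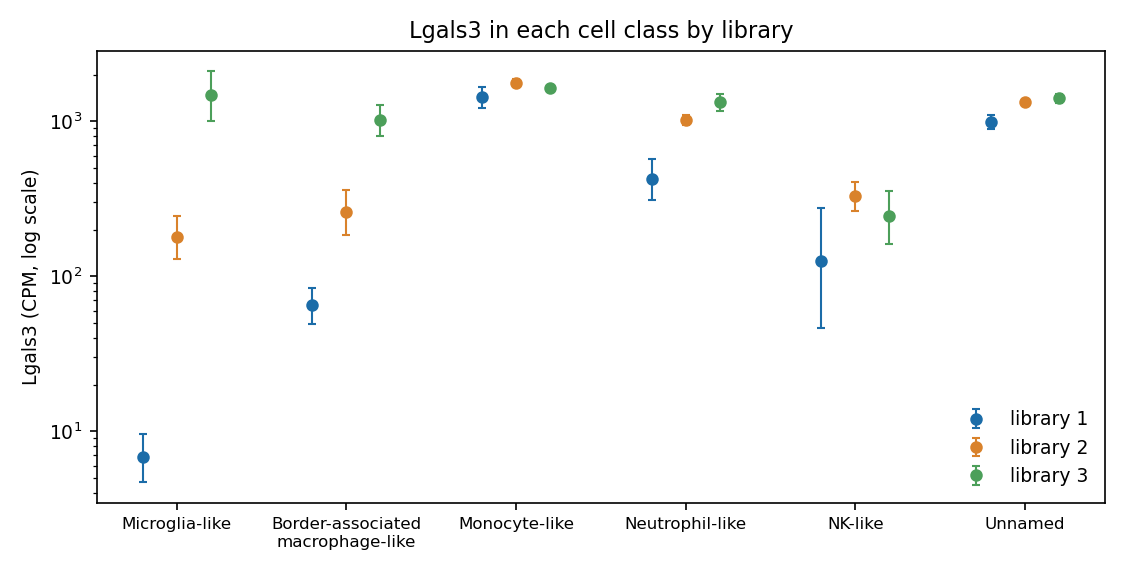
Lgals3 level (CPM of summed counts, logarithmic y axis) in each cell class (x axis), with points for libraries 1, 2 and 3 and exact Poisson 95% intervals as error bars. Microglia-like cells lie at 6.82 CPM in library 1 and 180 CPM in library 2, below the monocyte-like cells of the same libraries, and the point for library 3 rests on 2 cells.

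Cycling cells were not detected among the thinned microglia-like cells, with 0 of 1060 in the pool, which allows a share of up to 0.283%. The limits were 0.297% in library 1 (0 of 1010) and 6.25% in library 2 (0 of 48), and 2 cells set no limit in library 3. Over all cells, the cycling share was 0.084% in library 1, 4.09% in library 2 and 14.1% in library 3. Monocyte-like cells cycled in 21.7% (16.9 to 27.2) of the pool. Naming changed these values: 8 of 25 cells of library 3 named microglia-like one by one were cycling (32%, 14.9 to 53.5). At Leiden resolution 1.0 the cycling share of microglia-named cells was 4.68%. Among Lgals3-positive microglia-like cells 0 of 20 cycled, and among Lgals3-negative cells 0 of 1040. A count of 0 among 20 positive cells allows a share of up to 15%, so no difference between the classes was detectable at this depth. At resolution 1.0 the positive cells cycled more often in the pool, by 34.3 percentage points. The difference there was -0.099 points in library 1, 19.2 points in library 2 and 31.1 points in library 3. With cells named one by one, positive cells cycled more often by 4.65 points (0.509 to 13.9) in the pool. Within libraries that naming gave -0.0923 points in library 1, 0 points in library 2 and -3.33 points in library 3.

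The homeostatic list was compared between the 20 Lgals3-positive and 1040 Lgals3-negative microglia-like cells. In the pool, its median log2 ratio was -0.59 (-0.82 to -0.50), with 17 of 18 genes lower in positive cells. This median lay below all 10000 matched random lists. The libraries contributed unequally, since 11 of the 20 positive cells came from library 2 and 1002 of the 1040 negative cells from library 1. Within library 1, with 8 positive cells, the median was -0.37 (-0.59 to -0.19), below all random lists. Within library 2, with 11 positive cells, it was -0.11 (-0.28 to 0.11), at percentile 15.1. That interval included 0, but the call for library 2 depended on the processing. Its interval lay wholly below 0 under 9 of the 13 alternatives that changed the value, and another random draw of the thinning gave -0.52 (-0.73 to -0.25). In library 1 the interval lay below 0 under 11 of 12 such alternatives, but for a threshold of 2 Lgals3 UMIs it rested on 1 positive cell (0.099%). The alternative without an interval below 0 in library 1 was 5 counts added in place of 1. Its medians were -0.10 (-0.32 to 0.015) in library 1 and 0.21 (-0.08 to 0.34) in library 2. With 1 count shared in proportion to the totals, the medians were -0.50 (-0.67 to -0.27) in library 1 and -0.17 (-0.32 to 0.06) in library 2. Without library 1 the median of both other libraries was -0.20 (-0.36 to 0.0065), an interval that includes 0. At Leiden resolution 1.0, the alternative that moved the pooled median most, it was -2.46. Of the 18 genes, 10 are also microglia markers that named the clusters.

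The activation list had a median of 1.67 in the pool, 2.77 in library 1 and 0.03 in library 2. The MHC class II list had medians of 3.07, 4.20 and 0.36. The immediate early list had medians of 0.97, 0.87 and 1.76, at percentiles 100, 99.9 and 100 of the random lists. The percentiles of the activation and MHC class II lists were 100 in the pool and in library 1, and 42.5 and 71.1 in library 2. The MHC class II median of library 2 depended on the naming. It was 1.94 (1.58 to 2.28, percentile 100) with cells named one by one, and 1.90 (1.71 to 2.06) at Leiden resolution 1.0. Without library 1 the activation median fell to 0.07 and the MHC class II median to 0.27, and the immediate early median was 1.67. At most 5% mitochondrial counts lowered the immediate early median to 0.16 in the pool and 0.08 in library 2. With genes at 0 set to the floor of 3 counts, the activation medians were 1.67 in the pool, 2.03 in library 1 and 0.20 in library 2. The same step gave the homeostatic list -0.61, -0.50 and 0.02, the MHC class II list 3.02, 4.14 and 0.14, and the immediate early list 0.95, 0.52 and 1.71. The median over all genes with at least 50 UMIs was 0.22 in the pool, 0.85 in library 1 and 0.00 in library 2. The interferon and proliferation lists, at medians of 1.88 and 4.70 in the pool, were set by the added count. In positive cells 9 of 14 interferon genes and 7 of 8 proliferation genes with UMIs had a count of 0. With these genes at the floor the medians were 2.59 and 6.79, and with 1 count shared in proportion to the totals they were -2.18 and -1.01.

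**Figure D3:**
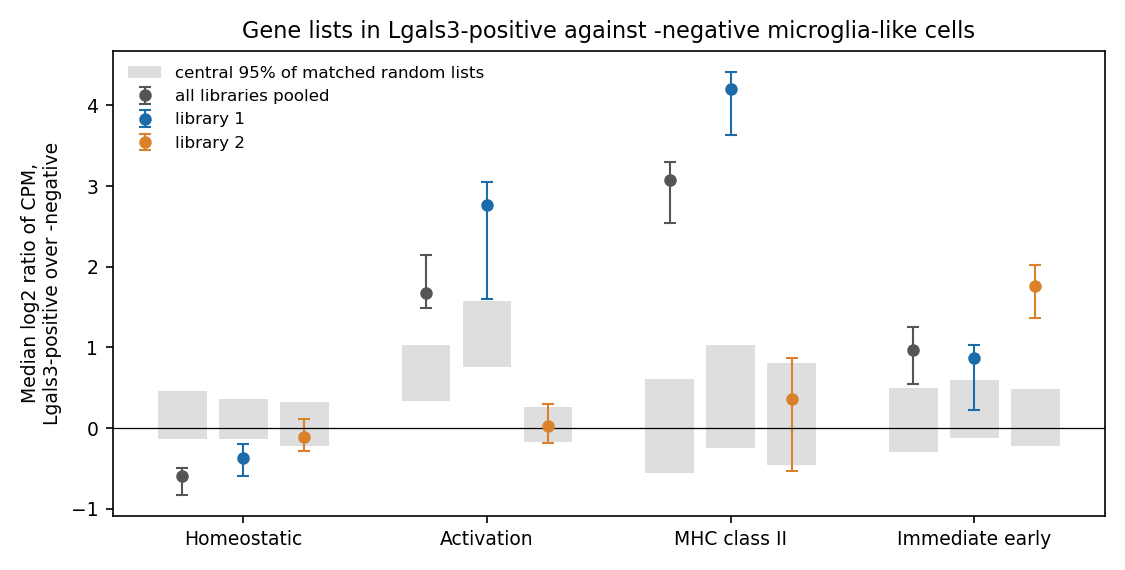
Median log2 ratio of CPM in Lgals3-positive over Lgals3-negative microglia-like cells (y axis) for 4 gene lists (x axis), in the pool and in libraries 1 and 2, with counting intervals as error bars and the central 95% of matched random lists as grey bars. The homeostatic median is -0.59 in the pool, -0.37 in library 1 and -0.11 in library 2.

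Single genes were compared between the positive and negative cells over the 4726 genes with at least 50 UMIs. No library had 20 positive cells, so the condition on direction was empty. The highest ratios in the pool were those of Bcl2a1d, Cxcl2, Il1b, H2-Aa and Cd74. Bcl2a1d had 350 CPM in positive and 17.3 CPM in negative cells, and reads of this gene can be shared with its close paralogs. Within libraries, only Bcl2a1d and Cd74 were higher in positive cells of both beyond their counting intervals. Bcl2a1d had log2 ratios of 3.84 (1.84 to 4.92) in library 1, with 3 UMIs in positive cells, and 3.75 (2.33 to 5.66) in library 2, with 2 UMIs in negative cells. Cd74 had 4.29 in library 1 and 0.91 in library 2. Il1b had 0 UMIs in the positive cells of library 1 and 1636 against 446 CPM in library 2, and its pooled log2 ratio of 3.57 became -0.21 without library 2 and 1.78 without library 1. H2-Aa had 1875 against 68.9 CPM in library 1. In library 2 it had 3 UMIs in positive cells, a log2 ratio of -0.83 (-2.71 to 0.34), and its pooled ratio of 3.45 became -0.92 without library 1. The 13 Cxcl2 UMIs of positive cells all came from library 1, and its pooled ratio of 3.70 became 0.66 without it. The pooled Cd74 ratio of 3.35 became 0.94 without library 1. The lowest ratios were those of Scp2, Ptpre, Ncor1, Tm9sf2 and P2ry13. The former 4 had 0 UMIs in the thinned positive cells, and their levels in negative cells were 155, 142, 141 and 133 CPM. These counts of 0 depended on the thinning. Without it the log2 ratios were -0.22 (-0.77 to 0.23) for Scp2, -0.91 for Ptpre, -0.76 for Ncor1 and -0.67 for Tm9sf2, and another random draw gave -0.08 for Ncor1. Scp2 turned to 0.30 at Leiden resolution 1.0 and Tm9sf2 to 0.24 with at least 1000 genes per cell. P2ry13 had 150 CPM (55 to 326) in positive and 920 CPM (879 to 962) in negative cells, with log2 ratios of -1.32 (-2.93 to -0.45) in library 1 and -2.38 (-3.68 to -1.0) in library 2, where positive cells had 1 UMI. Without library 2 its pooled ratio of -2.40 became -1.49.

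The 5 genes with the largest range over libraries in microglia-like cells were Malat1, Junb, Ccl4, Xist and Cd83. In each the lowest value was that of library 3, which rests on 2 cells, and Malat1 and Ccl4 were at 0 UMIs there. Against a floor of 3 counts, Malat1 was at least 262-fold higher in library 1, where it had 37585 CPM. With libraries 1 and 2 alone, a choice made after seeing the data, the largest ratios were those of Hspa1b, Apoe, Phb, Ggt5 and Il1b. Apoe was 13.4-fold and Il1b 11-fold higher in library 2. Hspa1b, Phb and Ggt5 had 1 UMI each in library 2, at 4.38 CPM (0.111 to 24.4), and were higher in library 1 at 65.5, 58.5 and 53.1 CPM.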

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

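The tests of explanations in this part were chosen after the results had been seen, though the runs at Leiden resolution 1.0 and with the proliferation genes left out had been planned as alternatives for the microglia-like share. No biological explanation was tested, since the libraries have no group. Cells rich in microglia markers but outside the microglia-like clusters, which the comparisons among microglia-like cells leave out, numbered 99 in library 1, 21 in library 2 and 23 in library 3. They drew attention because each number was above the 3 cells that a count of 0 allows. In library 1, 74 of the 99 lay in the border-associated-macrophage-like cluster, which itself passed the naming rule for all 10 microglia markers. At Leiden resolution 1.0, 11 of the 99 cells of library 1 and 12 of the 21 of library 2 fell in microglia-named clusters. Free RNA is argued against for the 21 cells of library 2, each with at least 0.414% of UMIs from microglia markers. The 79 NK-like cells of that library had at most 0.108%. Free RNA was not tested for the 99 cells of library 1, and doublets were not tested for the cells of either library. In library 3, 22 of the 23 lay in a cluster named monocyte. The 23 cells had a median of 20314 UMIs, and 21 of them had UMIs of at least 3 proliferation genes.

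For library 3, free RNA argues poorly as the source. In NK-like and neutrophil-like cells of that library, the 95th percentile of the microglia-marker share was 0.0664% of UMIs, while each of the 23 cells had at least 0.307%. The rule that picked the 23 cells sets that minimum, so the argument rests on the low level in the other 2 classes. Doublets with monocyte-like, neutrophil-like or unnamed cells are argued against for the 11 cells with few markers of other classes. Lgals3, which was not used to pick them, had an upper limit of at most 5.53% of its level in each of those classes, below what such a cell in the same droplet would bring. Lyz2 had an upper limit of 917 CPM, against 15005 CPM in monocyte-like, 13647 CPM in neutrophil-like and 3765 CPM in unnamed cells, so for unnamed cells the argument rests on Lgals3. Doublets with NK-like cells, or of 2 microglia, were not excluded by this test. For the other 12 cells, which carried markers of another class, the median doublet score lay at percentile 83.7 of the other cells of the library. Doublets cannot be told apart from single cells with mixed expression there, because the caller marked few cells in all. Clustering by the cell cycle was tested by leaving the 20 proliferation genes out of the variable genes, and 0 of the 23 cells moved to a microglia-named cluster. That leaves other cell cycle genes in place, so it does not settle the point, and at Leiden resolution 1.0, 18 of the 23 did fall in microglia-named clusters. Most cells of library 3 in those clusters, however, do not pass the rule for naming cells one by one. A hypothesis is that the 11 cells may be dividing microglia that were grouped with dividing monocyte-like cells.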

How the results depend on the processing

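The alternatives were listed before the data were examined, except naming cells one by one, sharing 1 added count in proportion to the totals and another random draw of the thinning, which were chosen after seeing the data. The cause of a change was not tested unless stated. No paired analysis was possible because each group has 1 library and the libraries are not assigned to groups.

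Leiden resolution 1.0 and naming cells one by one each moved 10 of 16 main values out of their intervals. At Leiden resolution 1.0 the microglia-like share rose to 60.4% in the pool, 23.4% in library 2 and 21.4% in library 3. Many of these cells in library 2, and most in library 3, do not pass the rule for naming cells one by one. The Lgals3-positive share of microglia-like cells was 10.2% in the pool and 55.6% in library 2, and the cycling share 4.68% and 15.8%. Positive cells cycled more often by 34.3 points in the pool, with -0.099, 19.2 and 31.1 points within libraries 1, 2 and 3, and the homeostatic median was -2.46 in the pool and -1.41 in library 2. Naming cells one by one gave microglia-like shares of 59.7% in the pool and 93.2%, 12.6% and 8.93% in libraries 1, 2 and 3. It gave Lgals3-positive shares of 4.83% in the pool and 2.26% in library 1, and a cycling share of 0.749% in the pool. Positive cells then cycled more often by 4.65 points in the pool, with -0.0923, 0 and -3.33 points within libraries 1, 2 and 3. The homeostatic medians with this naming were -1.10 in the pool, -0.96 in library 1 and -0.35 in library 2.

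A minimum of 1000 genes gave a microglia-like share of 6.78% in library 2, a positive share of 0.984% in the pool and a homeostatic median of -0.36 in library 2. At most 5% mitochondrial counts gave a microglia-like share of 12% in library 2 and a homeostatic median of -1.11 in the pool. Thinning to 1000 UMIs lowered the positive share to 0.97% in the pool, 9.26% in library 2 and 0% in library 3, and no thinning raised it to 2.91% in the pool, as fewer or more UMIs per cell would. A threshold of 2 Lgals3 UMIs gave 0.472% in the pool, 0.099% in library 1 and 6.25% in library 2, with a homeostatic median of -1.39 in the pool. With 5 counts added, the homeostatic medians were -0.48 in the pool, -0.10 in library 1 and 0.21 in library 2. Another random draw of the thinning moved the median of library 2 to -0.52. Among alternatives with an interval that changed the value, the interval lay wholly below 0 in 14 of 15 for the pool, 11 of 12 for library 1 and 9 of 13 for library 2. The 11 for library 1 include the threshold of 2 Lgals3 UMIs, which left 1 positive cell there. The exception for the pool was leaving out library 1, with an upper end of 0.0065.

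Leaving out each library in turn gave microglia-like shares from 6.41% to 70.1%, positive shares from 0.889% to 24%, and homeostatic medians from -0.53 to -0.20, the last without library 1. The cycling share and its difference between positive and negative cells stayed at 0 without each library. The homeostatic median of the pool was below 0 under every alternative run, and that of library 1 as well. Over the pool and libraries 1 and 2, without alternatives that changed nothing, 30 of 43 homeostatic medians, 19 of 32 positive shares and 14 of 24 microglia-like shares lay in the main value's interval. Library 3 was left out of these counts, since intervals from 2 cells hold almost any value. Its cycling share of 0 became 58.3% at resolution 1.0, 50% without thinning and 32% with cells named one by one.

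Single genes and other lists were less stable. Leaving out each library in turn moved the log2 ratio of H2-Aa from -0.92, without library 1, to 4.64, and that of Il1b from -0.21, without library 2, to 3.64. Tm9sf2 turned to 0.24 with at least 1000 genes, and Scp2 to 0.30 at resolution 1.0, 0.21 with thinning to 1000 UMIs and 0.66 with thinning to 3000 UMIs. With 1 count shared in proportion to the totals, the proliferation list turned to -1.01 in the pool and -1.01 in library 1, and the interferon list to -2.18 and -3.14, since counts of 0 decide these lists. In libraries 1 and 2, 79 of 150 CPM values of single genes with UMIs stayed in their counting interval under 3 alternatives. Over all alternatives that changed them, 61 of 160 ratios in the pool of the genes with the highest and lowest values did so, and 97 of 202 medians of the other lists in the pool and libraries 1 and 2. The lists within library 3, with 1 positive and 1 negative cell, were not compared across alternatives, and the proliferation list gave no value without library 1. TMM factors shifted log2 CPM of library 2 against library 1 by 0.15 and of library 3 by -0.59. Depth limits the comparison of positive with negative cells, as 20 positive cells hold 40000 UMIs.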

Other observations

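The tests of explanations in this part were chosen after the results had been seen, and adding 5 counts had been planned as an alternative. No biological explanation was tested, since the libraries have no group. The 3 libraries had separate values in several measures. The microglia-like share was 85.5% in library 1, 9.09% in library 2 and 0.714% in library 3, and the cycling share of all cells was 0.084%, 4.09% and 14.1%. Lgals3 over all cells stood at 110, 1192 and 1496 CPM.

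Lgals3 in microglia-like cells was set against free RNA in 2 ways. Free RNA would fall on the cells independently of each other, and the UMIs were placed on them at random 10000 times in proportion to their depth. In library 1 the 33 UMIs lay in 16 cells, 1 of them with 11, and no placement gave fewer than 29 cells. In library 2 the 41 UMIs lay in 16 cells, and no placement gave fewer than 19. Free RNA is thus argued against as the source of all Lgals3 UMIs in both libraries. The 11 cells of library 1 and 9 of library 2 with 1 UMI account for 2.27 and 39.4 CPM. Neutrophil, NK and monocyte markers in the microglia-like cells, relative to the library mean, predicted up to 8.29 and 40.0 CPM from free RNA. Because that profile was assumed, free RNA cannot be told apart from expression for these cells with 1 UMI.

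The lower homeostatic list in Lgals3-positive cells was tested against 2 technical explanations. Doublets with monocyte-like cells are argued against, as the monocyte markers of positive cells account for at most 13.3% of their Lgals3 UMIs in library 1 and 8.77% in library 2. Doublets with other classes were not tested. Among these are the unnamed cells, with 993 Lgals3 CPM in library 1. Their largest cluster was led by MHC class II genes, which were also higher in the positive cells of library 1. The unequal mixture of libraries may explain part of the difference in the pool, since the mean of the medians within libraries 1 and 2 was -0.24, outside the pool's interval. A mixture of libraries cannot act within library 1 alone, so no test of it was needed there. The median within library 1 depended on the added count. With 1 count shared in proportion to the totals it was -0.50 and the upper end of its interval -0.27. With 5 counts added, which raises the ratios of the smaller class by construction, the upper end was 0.015. The source of the difference within library 1 stays open, and it rests on 8 positive cells.

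Median UMIs per cell were 2.18-fold higher in library 3 than in library 1 (1.91 to 2.39 on resampling the cells). The ratio was 2.01 in monocyte-like, 0.932 in neutrophil-like, 0.881 in NK-like and 1.08 in unnamed cells, and 1.22 (1.03 to 1.41) with these 4 classes weighted alike. A depth raised alike in all cells of library 3 is therefore argued against as the whole source. Microglia-like and border-associated-macrophage-like cells were left out there, as library 3 had 2 and 5 of them. They make up 92.5% of library 1, and their ratios were 3.10 and 1.51. The mixture of classes cannot be told apart from depth differences within these 2 classes, since so few of their cells were in library 3. Within the larger monocyte-like cluster, however, library 3 had 2.05-fold the median of library 2, at 12430 UMIs (10882 to 14415) against 6074 (5372 to 7780), which the mixture of the monocyte-like clusters does not explain.

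In library 2, 18 of 86 neutrophil-like cells also carried at least 0.3% microglia markers, as did 9 of 16 in library 1 and 0 of 28 in library 3. Free RNA is argued against as the source of the microglia markers in library 2. The NK-like cells there had a 95th percentile of 0.0564% microglia markers and 0 of 79 reached 0.3%, while the 18 cells had a median of 0.76%. Their median UMI count was 0.585 of the summed medians of 1 microglia-like and 1 other neutrophil-like cell. Doublets cannot be told apart from other sources by this value, because UMI counts vary widely within a class.

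The 2 microglia-like cells of library 3 had 0 UMIs of Malat1, a nuclear RNA at 37585 CPM in library 1 and 26159 CPM in library 2, among 20922 UMIs.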
